A study of Sus scrofa domesticus with 16 samples. Its data were reported in "Changes in DNA Methylation and mRNA Expression in Lung Tissue after Long-Term Supplementation with an Increased Dose of Cholecalciferol" (2023).

How the data were processed

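Lung DNA of 16 pigs was examined by reduced representation bisulfite sequencing, 8 animals on the standard and 8 on the increased dose of cholecalciferol, with 4 males and 4 females per group; groups were taken from the sample labels. According to the study's methods, the authors trimmed the reads with FlexBar after FastQC, aligned them to Sscrofa11.1 with BSMAP in its MspI mode, kept CpGs with more than 5 reads and compared the groups with methylKit 1.26.0, keeping sites with a difference of at least 25 points and a q-value under 0.05. FastQC, methylKit 1.26.0 and the build Sscrofa11.1 are also given in the submitters' processing notes. The deposited table holds the p-value and q-value of methylKit for each kept site, as the authors computed them. Its methylation difference, treated here as a signed score in percentage points, was also computed by the authors and is read as increased minus standard dose, following the study's use of hyper- and hypomethylation. Whether the authors' test allowed for spread between animals is not given in the sources used here; if reads were the unit, the q-values are too small. The depth at each site is unknown, so no interval that needs it is given, and intervals and tests below treat sites, not animals, as units.

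The table holds 2349 sites without duplicate positions, 2252 on chromosomes and 97 on unplaced scaffolds. All 2252 chromosomal positions are the cytosine of a CpG in the RefSeq copy of Sscrofa11.1, and gene models were taken from its RefSeq annotation. The first column of the table holds rising row numbers up to 667810. In 0 of 2232 pairs of neighbouring sites did the row step exceed the number of reference CpGs between them, so the numbers were read as rows of the authors' table of all tested sites, of which the DMSs would be at most 0.352%. Because the table gives gene symbols but no annotation classes, direction was compared between sites with and without a symbol, and RefSeq classes served as the alternative. A promoter was the 1000 bp upstream of a gene. CpG islands were windows of at least 200 bp with a GC share over 0.5 and observed over expected CpG over 0.6 (alternative 500 bp, 0.55 and 0.65), and shores were 2000 bp to each side. The lenient definition covers 71.0% of DMSs and 70.5% of CpGs in fragments of 40 to 400 bp.

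The share of gains was compared with an even split by an exact binomial test, and on X and Y with the autosomes by Fisher's exact test. Differences of direction by class or context, of median size by direction, and the share of neighbours at most 100 bp apart with the same direction were tested with 100000 permutations. Counts per chromosome were compared with CpGs of in silico MspI fragments of 40 to 220 bp by exact binomial tests. Each of 18 gene lists was tested for direction with 1 vote per gene (Fisher's exact test against all other genes) and for the number of RefSeq genes hit, with 5000 bp to each side, against 10000 draws of random fragment CpGs matched on chromosome. All tests were two-sided except the permutation tests on neighbours, distance and windows, which asked for an excess. Benjamini-Hochberg adjustment was over chromosomes or lists, with a threshold of 0.05.

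The lists were small GTPase regulators, actin cytoskeleton, collagens, extracellular matrix turnover and TGF-beta, vitamin D, retinoid, one-carbon, DNA methylation, phospholipase D, Hippo, lung epithelial, immune, endothelial and mesenchymal markers, liver-secreted proteins, developmental transcription factors, imprinted genes and voltage-gated channels. Named genes were the 10 largest gains and the 10 largest losses with a symbol (1 site per gene), the 11 genes of the study, the 10 genes with most DMSs, the 5 largest gains and 5 largest losses in promoters or 5' UTRs, and up to 4 genes per list by size, of which a few are not reported here; DHX34, BSPH1, LIN7B and MYBPC2 were named after their values were seen. With the exceptions given next, tests, lists, alternatives and this rule were fixed before the data were examined, after the paper had been read. The authors' classes planned for the class test and the naming of promoter sites were absent, so gene symbols and RefSeq promoters replaced them afterwards. The tested-site background, the 1 Mb windows and the distance profile were chosen later. So were the chromosome 6 region, its limit of 50 points and its 5 Mb windows. A coverage minimum and leaving out single animals had been intended and could not be run, since the table holds neither.

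Alternatives were a q-value under 1e-10, at least 30 or 35 points, sites up to 100 or 1000 bp apart counted as 1, autosomes only, reference CpGs only, other neighbour gaps, other islands, other backgrounds, gene bodies only and 1 vote per site. The functions were tested on simulated data with 2252 sites. With no effect, 5.00% of 200 tests of direction by class, 8.00% of 50 neighbour tests, 4.00% of 200 tests of size by direction, 5.50% of 200 tests of counts per chromosome and 3.06% of 360 list tests of genes hit (before adjustment) were called. A list with most of its sites removed was called in 90.0% of 20 simulations, and a chromosome with 1.5 times the sites in 94.5% of 200. With no effect, simulated sites were drawn independently of each other, unlike the real DMSs, so these rates need not hold for them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used, with samtools 1.23.1 and BLAST 2.17.0 to look for copies of Y sequence.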

Results

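Reduced representation bisulfite sequencing, which reads cytosine methylation near MspI cut sites, was carried out on lung tissue of 16 pigs. Standard doses of cholecalciferol (vitamin D3) were fed to 8 animals, 2000 IU/kg of grower feed and 1500 IU/kg of finisher feed. The other 8 had increased doses of 3000 and 2500 IU/kg, and each group had 4 males and 4 females. The authors' deposited table gives 2349 differentially methylated sites (DMSs) with positions in Sscrofa11.1. Each has a p-value, a q-value and a methylation difference in percentage points, increased minus standard dose. Values per animal and read depth per site are not used here. The depth behind each difference is therefore unknown, and no spread between animals is given with any value below. All values in the table are past the authors' limits of 25 points and q of 0.05; its largest q-value was 0.00254.

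The first comparison asked in which direction lung methylation differed with the increased dose. Methylation was higher with the increased dose at 1394 DMSs (59.3%) and lower at 955 (40.7%), a split that differed from an even one (exact binomial test, two-sided, p = 1.3e-19). Gains had a median of 30.7 points and losses a median of -29.8 points, and the sizes differed by 0.879 points (permutation test, p = 0.00501). That difference in size was not past the threshold among sites of at least 30 points (permutation p = 0.125). Sites are not independent of their neighbours. With 1 vote for each of the 907 windows of 1 Mb that held a DMS, a setting chosen after seeing the data, 59.6% of windows had a mean gain (binomial p = 6.8e-09). Neighbouring windows are not fully independent either, so both p-values are too small.

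The largest gain at a named gene in the authors' deposited table was 66.3 points, at a site beside a copy of U6, a spliceosomal RNA with many copies in the genome, on chromosome X at 109072672. In BCAT2, the mitochondrial enzyme that starts the breakdown of branched-chain amino acids, an intronic site on chromosome 6 at 54115928 gained 64.5 points (q = 3.6e-207) in the authors' deposited table. Intronic gains listed in the authors' deposited table were 63.1 points in GRIN2D (an NMDA receptor subunit), 63.1 points in ACADSB (an acyl-CoA dehydrogenase of branched-chain amino acid breakdown) and 59.2 points in PHGDH (the first enzyme of serine synthesis from glucose). Smaller intronic gains in the authors' deposited table were 57.4 points in IP6K2 (an inositol phosphate kinase), 55.8 points in ARSB (a lysosomal sulfatase) and 55.8 points in EXTL3 (a heparan sulfate glycosyltransferase). The remaining gains among the 10 largest were 63.3 points at a site assigned to CST9L and 56.3 points at one assigned to KCNH1 (a voltage-gated potassium channel) in the authors' deposited table, both in intergenic sequence of the RefSeq annotation.

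The largest loss at a named gene lay in an intron of SCAF1, on chromosome 6 at 54692665, where the authors' deposited table gives -63.5 points (q = 2.1e-63). Intronic losses followed in the authors' deposited table at SFMBT2 (a Polycomb group protein, -60.1 points), BICRA (a chromatin remodelling subunit, -54.5 points) and OSMR (the oncostatin M receptor, -54.3 points). Further intronic losses in the authors' deposited table were those of WWOX (an oxidoreductase, -53.3 points), MEIS3 (a homeobox protein, -52.7 points), XXYLT1 (a xylosyltransferase, -51.4 points) and CNNM1 (-50.9 points). A loss of -53.7 points was listed in the 3' UTR of UNC5C, a netrin receptor, and one of -51.6 points in intergenic sequence assigned to CACNG8, an ion channel subunit, in the authors' deposited table.

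Several genes carried many DMSs. AGAP1, an ARF GTPase-activating protein, had 19 DMSs in its introns on chromosome 15 between 135457270 and 135979065, and all 19 were gains, of 25.9 to 45.1 points, in the authors' deposited table. The 12 sites assigned to MYT1L, a neuronal zinc finger transcription factor on chromosome 3, were all gains as well, with a mean of 37.3 points computed from the authors' deposited table. MARK3, a kinase, had 9 gains within 68 bp of an unplaced scaffold, among 11 tested sites by the row numbers of the authors' deposited table. NUP214, a nucleoporin on chromosome 1, had 6 losses of -50.4 to -31.5 points in the authors' deposited table, 1 of them in a coding exon at 271181184. Losses prevailed at SDK1 (6 of 7 sites), SFMBT2 (5 of 6) and TBCD (4 of 6) in the authors' deposited table. RPTOR, a subunit of the nutrient-sensing mTOR complex, had 8 gains and 4 losses, and CUX1 had 4 gains and 3 losses. The name U6 covered 6 sites on 3 chromosomes in the authors' deposited table and is not 1 gene.

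**Figure D1:**
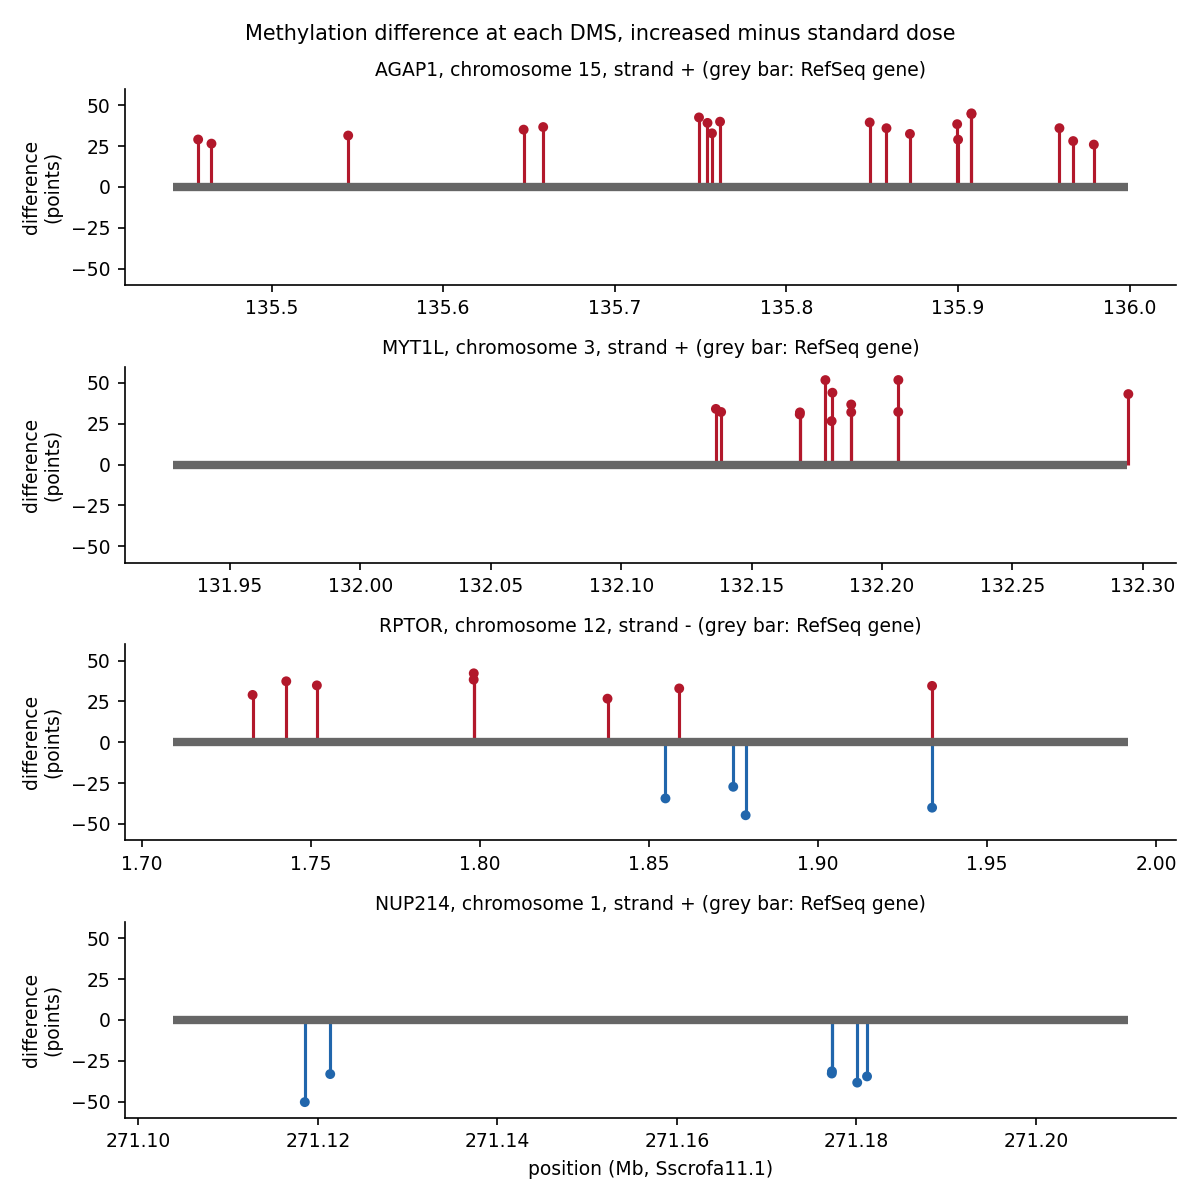
Each point is a DMS at its position in Mb (x axis) with its methylation difference in percentage points, increased minus standard dose (y axis), as the authors' deposited table gives it; red is a gain, blue a loss, and the grey bar is the RefSeq gene. All 19 sites of AGAP1 and all 12 of MYT1L lie above 0, all 6 of NUP214 lie below 0, and RPTOR has 8 above and 4 below.

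The next question was whether the DMSs were spread over the chromosomes as the sites that could be tested. Chromosomes 6 and 3 held the most DMSs, 248 and 209, which were 0.997 and 1.11 times the numbers expected from CpGs in MspI fragments of 40 to 220 bp. Chromosome 11 (107 DMSs, 1.37 times the expected number, Benjamini-Hochberg adjusted p = 0.00587), chromosome 15 (114 DMSs, 1.36 times, adjusted p = 0.00587) and chromosome 8 (120 DMSs, 1.31 times, adjusted p = 0.0109) held more (exact binomial tests, two-sided). Chromosome 1 (99 DMSs, 0.609 times, adjusted p = 7.1e-07) and chromosome X (45 DMSs, 0.493 times, adjusted p = 7.8e-07) held fewer by the same exact test. In all, 9 of the 20 chromosomes differed. Chromosome 8 lost its call at a q-value under 1e-10 (exact binomial test, adjusted p = 0.234), at 30 points (adjusted p = 0.878) and at 35 points (adjusted p = 0.928). With only 28 and 13 sites left at 35 points, chromosomes 11 (1.33 times) and X (0.525 times) lost their calls at similar ratios (exact binomial tests, adjusted p = 0.269 and 0.0532). Chromosome 6 passed only at that limit among the size limits (96 DMSs, 1.43 times, exact binomial test, adjusted p = 0.00308). Against all CpGs of the genome, chromosomes 8 and 15 lost their calls (exact binomial tests, adjusted p = 0.408 and 0.292). Chromosomes 3 (1.35 times, adjusted p = 8.5e-05) and 6 (1.22 times, adjusted p = 0.00399) passed the same exact test there. Only 33.3% of the chromosomal DMSs lay in fragments of 40 to 220 bp. Against the number of tested sites read from the row numbers of the authors' deposited table, a background chosen after seeing the data, 5 chromosomes differed: 1, 8, 15, X and Y. The ratio for Y depended on the background, at 4.75 against tested sites (exact binomial test, adjusted p = 0.000137) and 1.27 against the fragments (adjusted p = 0.548).

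**Figure D2:**
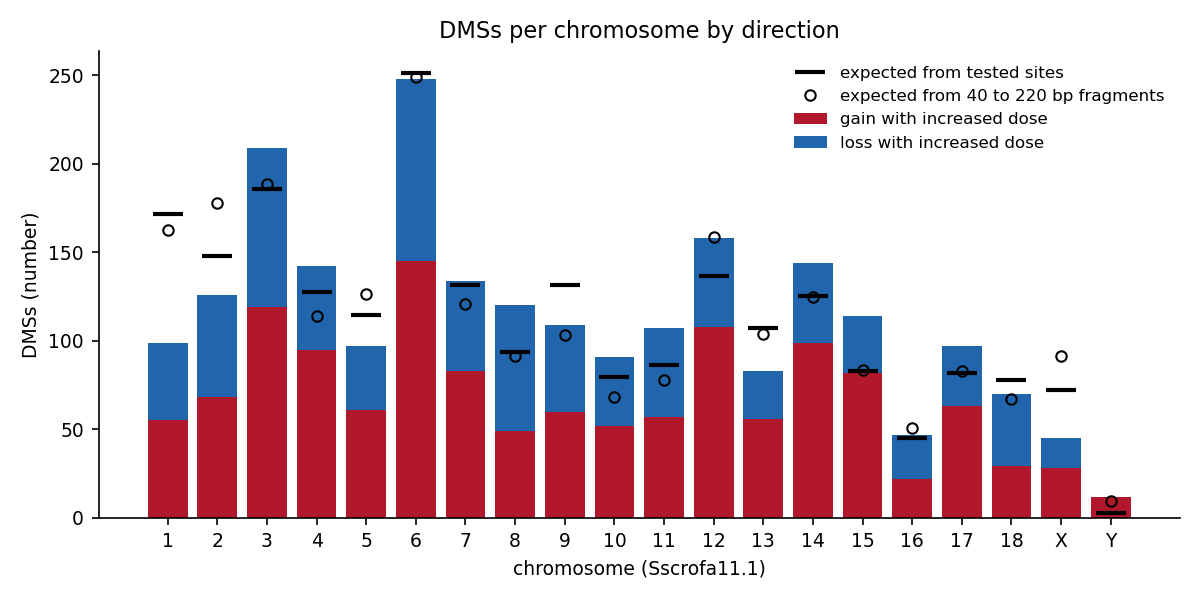
Bars give the number of DMSs per chromosome (y axis, number; x axis, chromosome), split into gains (red) and losses (blue) with the increased dose; black dashes give the number expected from tested sites and open circles the number expected from CpGs in 40 to 220 bp fragments. Chromosome 1 has 99 DMSs against 171 expected from tested sites, and chromosome 15 has 114 against 83.1.

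On the Y chromosome all 12 DMSs were gains, between 3002476 and 7141652, which differed from the 59.4% of gains on the autosomes (Fisher's exact test, two-sided, p = 0.00231). The difference was not past the threshold among the 6 sites of at least 30 points (Fisher's exact p = 0.0889). The test takes sites as independent of each other. Only the 4 males of each group carry a Y chromosome, so fewer animals may stand behind these sites than behind autosomal ones. Of the 12 sites, 10 had a copy of at least 95% identity outside Y, and so had 172 of 200 random Y CpGs. On the X chromosome 28 of 45 DMSs (62.2%) were gains, which did not differ from the autosomes (Fisher's exact test, p = 0.761).

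No relation was found between the position of a site in a gene and its direction. Gains made up 59.7% of the 1261 DMSs with a gene symbol in the authors' deposited table and 58.9% of the 1088 without one (permutation test, p = 0.706). By RefSeq gene models, gains made up 59.3% of 1302 DMSs in introns, 59.9% of 837 between genes, and 61.5% of 26 in coding exons. The shares were 72.0% of 25 in promoters (1000 bp upstream), 68.8% of 16 in 5' UTRs, 59.3% of 27 in 3' UTRs and 47.4% of 19 in exons of non-coding RNAs (permutation test, p = 0.755). The share of gains was 59.7% in CpG islands, 57.6% in their shores and 68.9% in other sequence (permutation test, p = 0.0989). With sites up to 100 bp apart counted as 1 the difference passed the threshold (permutation p = 0.0434). With islands of at least 500 bp the shares were 61.9%, 57.8% and 59.5% (permutation p = 0.491).

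Among promoter and 5' UTR sites, the largest gains in the authors' deposited table were 47.9 points just upstream of LHB (a subunit of luteinizing hormone; the table assigns this site to NTF4) and 44.2 points upstream of HPDL (assigned to TOE1). Gains in the authors' deposited table were 43.4 points in the 5' UTR of IDO2 (a tryptophan-degrading enzyme), 41.6 points in the 5' UTR of MAP2K3 (a kinase that activates p38) and 40.2 points upstream of ANKRD40. The largest losses there were -34.8 points in STX18, -34.3 points in SMCP, -33.7 points in AP2A2, -26.9 points in CDRT4 and -26.1 points upstream of TMEM154, as listed in the authors' deposited table.

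Neighbouring DMSs mostly had the same direction. Of 292 pairs of neighbours at most 100 bp apart, 251 (86.0%) shared a direction, against 51.7% when directions were permuted over sites (p = 1e-05, the smallest the 100000 permutations can give). The other 41 pairs had opposite directions. Sites this close can lie on the same reads, which the permutations do not allow for. In RPTOR, sites at 1933781 and 1933790 differed by 34.5 and -40.1 points in the authors' deposited table. Over longer distances, a comparison chosen after seeing the data, 70.2% of 650 pairs 10 to 100 kb apart shared a direction (sites up to 1 kb apart merged), against a permuted mean of 53.2%, and the excess was no longer seen at 3 to 10 Mb (52.7% against 52.9%, permutation p = 0.640).

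**Figure D3:**
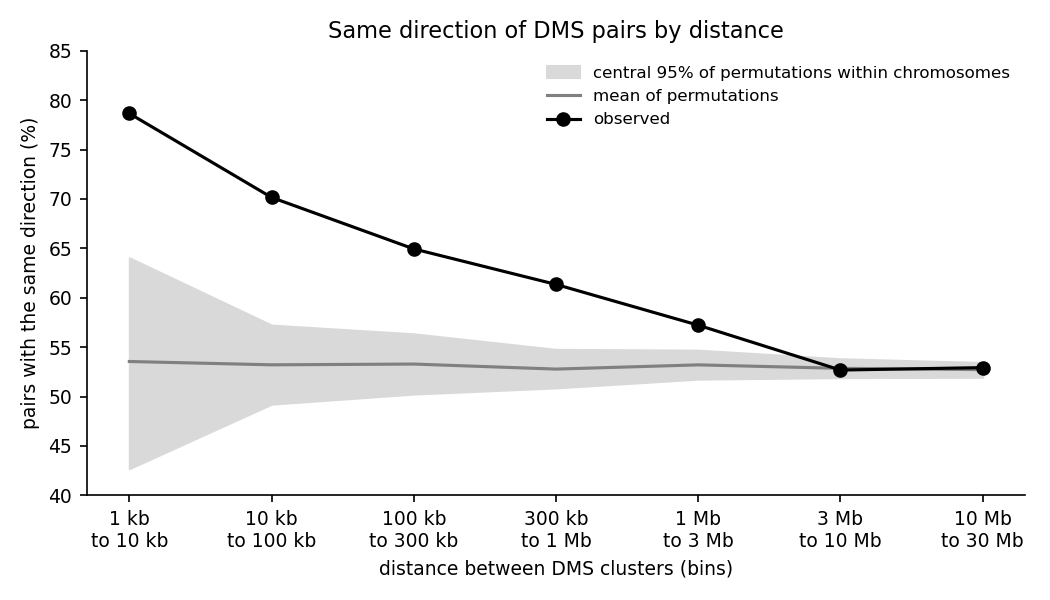
Black points give the percentage of DMS pairs with the same direction (y axis, which starts at 40%) by the distance between them (x axis, bins), after merging sites up to 1 kb apart; the grey band is the central 95% of permutations of direction within chromosomes. The points lie above the band from 1 kb up to 3 Mb, falling from 78.7% to 57.2%, and inside it beyond 3 Mb.

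Large differences were concentrated in a region of chromosome 6 that was picked out after its values were seen. Between 53149759 and 56165169 the authors' deposited table lists 40 DMSs, of which 18 (45.0%) had a difference of at least 50 points, compared with 2.22% of the chromosomal DMSs elsewhere. These 18 comprised 11 gains and 7 losses and include the sites of BCAT2, GRIN2D, SCAF1, BICRA, MEIS3 and CACNG8 described above. Others in the authors' deposited table were gains of 51.5 points at DHX34, 54.6 points at BSPH1, 53.8 points at LIN7B and 52.2 points at MYBPC2. The only q-value of 0 in the authors' deposited table belonged to a gain of 58.9 points at 53748913 with no gene symbol. When sizes were permuted over all chromosomal DMSs, no 5 Mb window of any permutation held more than 8 such sites, against 14 in the window from 50000000 to 55000000 of chromosome 6 (p = 1e-05, the smallest the permutations can give). The window with the next most such sites held 8, as many as the highest permuted maximum.

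**Figure D4:**
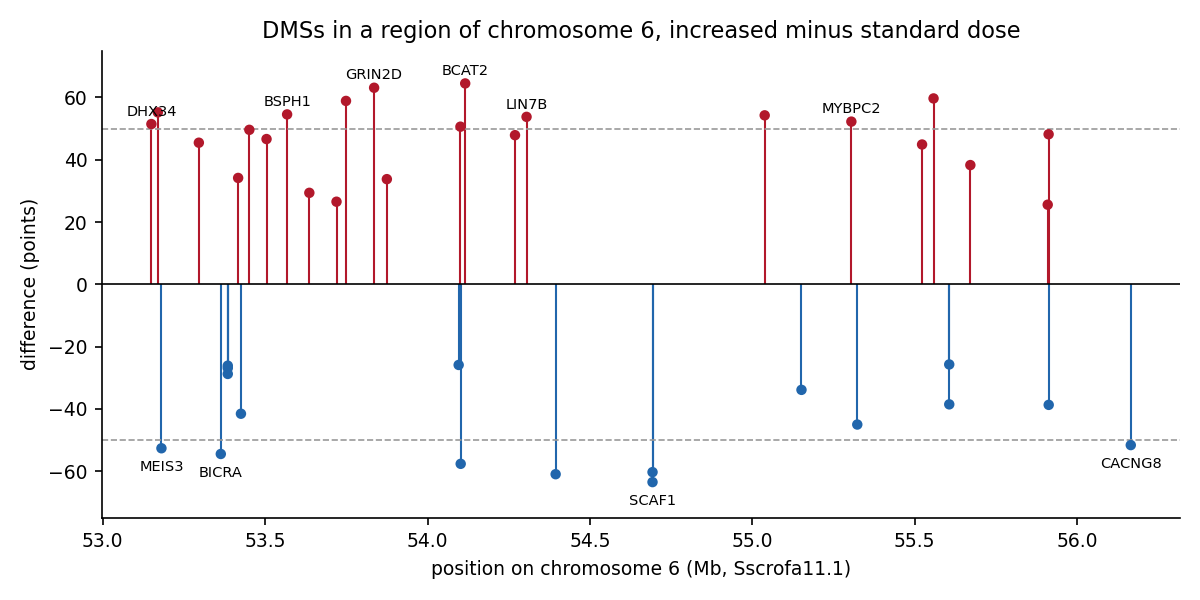
Each point is a DMS of the region at its position on chromosome 6 in Mb (x axis), with its difference in percentage points, increased minus standard dose (y axis), from the authors' deposited table; red is a gain, blue a loss, and dashed lines mark 50 points. Of the 40 sites, 23 are gains and 17 are losses, and 18 lie beyond a dashed line.

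The last group of comparisons took 18 gene lists. Regulators of small GTPases (GEFs and GAPs), proteins that switch these signalling molecules on or off, were hit by DMSs in 43 genes, and random CpGs drawn in place of the authors' sites hit 42.1 on average (ratio 1.02, adjusted p = 0.982). By the authors' assignment, 23 of 36 such genes gained methylation on average and 13 lost it (Fisher's exact test, adjusted p = 0.898). The largest differences were 45.1 points at AGAP1, 44.6 points at RASGRF2, -44.6 points at DOCK1 and -40.6 points at DENND11 in the authors' deposited table. Actin cytoskeleton genes were hit in 32 cases against 29.8 on average (adjusted p = 0.967), with 20 of 30 gaining methylation (Fisher's exact test, adjusted p = 0.830). At single genes the authors' deposited table gives 53.0 points at RHOA, 43.2 points at CIT, 42.6 points at LCP1 and 41.0 points at SVIL. Of the phospholipase D list 13 of 15 genes gained methylation (Fisher's exact test, unadjusted p = 0.0348, adjusted p = 0.557), and 15 genes were hit against 18.7 (adjusted p = 0.768). Among them were RHOA, DGKI (37.9 points), DGKD (37.7 points) and PTK2B (36.0 points) in the authors' deposited table. These themes, and those of collagens, retinoids, serine and glycine, and blood coagulation, also appear in the study, so their counts are not independent evidence.

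Homeobox and other developmental transcription factor genes were hit less often than by random CpGs drawn in place of the authors' sites: 11 genes against 30.6 (ratio 0.360, resampling test, adjusted p = 0.0036), the only list past the threshold. By the authors' assignment, 3 of 9 gained and 6 lost methylation (Fisher's exact test, adjusted p = 0.830). The largest differences were -52.7 points at MEIS3, -45.7 points at EBF3, -35.3 points at FOXK2 and -33.3 points at TCF7L2 in the authors' deposited table. With random CpGs again in place of the authors' sites, the call was lost when only gene bodies were counted (ratio 0.452, adjusted p = 0.0612), among sites of at least 30 points (ratio 0.402, adjusted p = 0.0846) and against all CpGs of the genome (ratio 0.694, adjusted p = 0.797).

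One-carbon, serine and glycine metabolism was hit in 8 genes, against 3.10 on average for random CpGs in place of the authors' sites (ratio 2.58, unadjusted p = 0.0184, adjusted p = 0.166). Of its 7 genes by the authors' assignment 6 gained methylation on average (Fisher's exact test, adjusted p = 0.830). They include PHGDH (59.2 points), CHDH (49.4 points) and BHMT (38.0 points) in the authors' deposited table, enzymes of serine, choline and betaine metabolism. In the RefSeq annotation the CHDH site lies in an intron of IL17RB. Genes for liver-secreted proteins and coagulation were hit in 6 cases against 2.0 (resampling with random CpGs in place of the authors' sites, unadjusted p = 0.0334, adjusted p = 0.200), with 1 of 4 gaining. With gene bodies only, 2 of its genes were hit (ratio 1.55, random CpGs in place of the authors' sites, adjusted p = 0.990). A difference of -43.1 points was listed at C2, -43.1 points at APOA2, 30.6 points at ITIH2 and -30.0 points at TTPA in the authors' deposited table. In the vitamin D list, 3 genes were hit against 3.65 for random CpGs in place of the authors' sites (adjusted p = 0.992). For 2 of its genes the authors' deposited table gives gains of 36.6 points at ATP2B1, a plasma membrane calcium pump, and 26.0 points near LRP2, a receptor that takes up vitamin D bound to its carrier.

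The other lists did not pass the test in number of genes hit or in direction. For each named gene only the site with the largest difference is given. The study also lists an intronic loss at LIMD1, BMP7 and KCNH1. Collagens were hit in 5 genes against 7.36, with 3 of 4 gaining by the authors' assignment (COL4A1 30.3, COL24A1 28.1, COL6A3 27.4 and COL5A1 -25.8 points in the authors' deposited table). Extracellular matrix turnover and TGF-beta genes were hit in 10 cases against 12.0, with 5 of 9 gaining (MMP15 -48.7, BMP7 41.9, SKI 39.6 and TGFBR3 38.6 points in the authors' deposited table). Retinoid genes were hit in 4 cases against 3.01, with 1 of 3 gaining (RARA -41.8, HSD17B6 -32.4 and DHRS9 27.3 points in the authors' deposited table). Hippo genes were hit in 6 cases against 6.93, with 3 of 7 gaining (LIMD1 46.2, WWC2 -37.8, TAOK1 -37.2 and MARK3 35.6 points in the authors' deposited table). With 1 vote per site instead of per gene, 68.4% of the 19 Hippo sites were gains, but 9 of these sites were the MARK3 gains within 68 bp. Voltage-gated ion channels were hit in 7 cases against 11.2, with 5 of 8 gaining (KCNH1 56.3, CACNG8 -51.6, KCNH2 43.0 and CACNA1C 36.0 points in the authors' deposited table). Imprinted genes were hit in 3 cases against 6.01, with 1 of 4 gaining (GRB10 28.5, DIO3 -26.0, ZFAT -25.5 and WT1 -25.2 points in the authors' deposited table). DNA methylation enzymes and readers were hit in 2 cases against 3.09, with 2 of 2 gaining (CTCFL 29.8 points in the authors' deposited table). Among cell type markers, 3 lung epithelial genes were hit against 3.78, 1 immune gene against 3.24, 1 mesenchymal gene against 2.48 and 0 endothelial genes against 2.82. The immune gene was BLK (-27.4 points) and the mesenchymal gene LGR6 (28.4 points) in the authors' deposited table, and no epithelial or endothelial gene had a site by symbol.

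**Figure D5:**
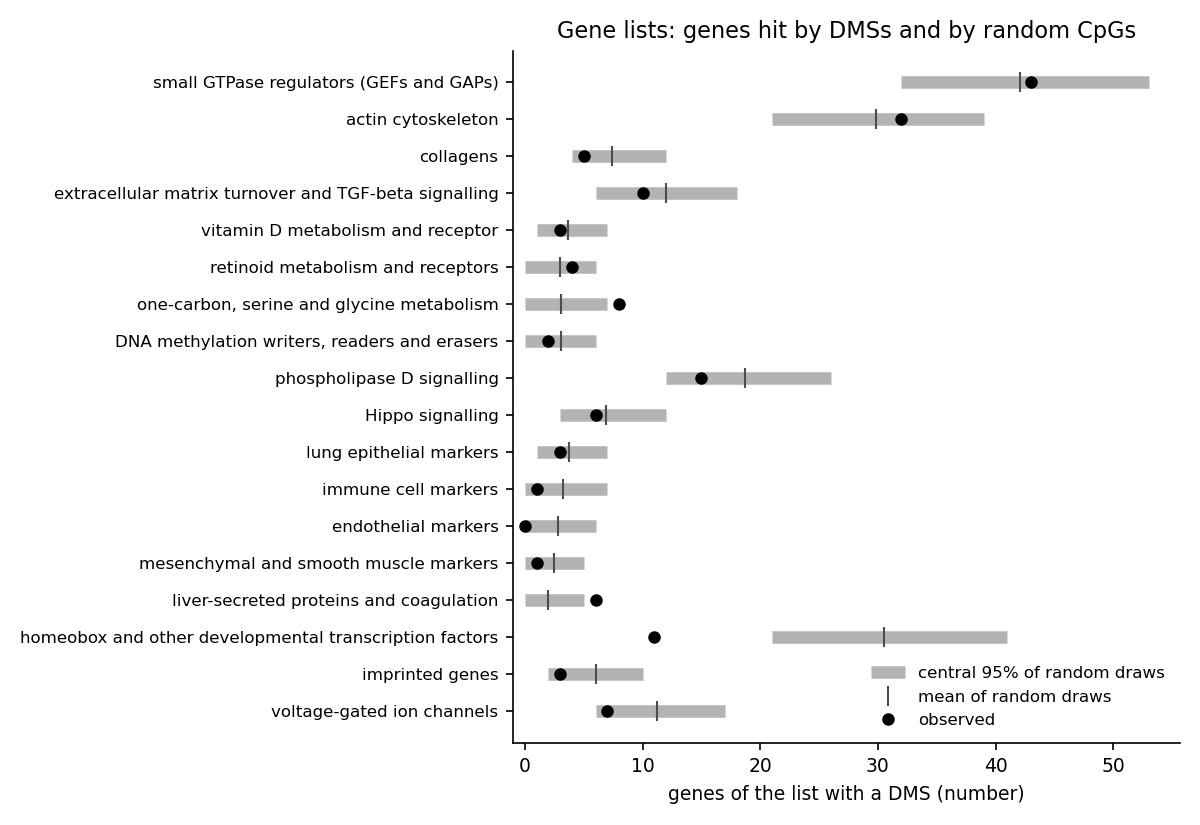
For each of the 18 gene lists, the black point is the number of its genes with a DMS (x axis, number of genes), the grey bar the central 95% of 10000 draws of random CpGs and the tick their mean. The developmental transcription factor list lies below its bar, at 11 against 30.6, and the one-carbon and liver-secreted lists lie above theirs, at 8 and 6.

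The study lists 11 genes with changes in both methylation and expression, and their sites were read from the authors' deposited table. By symbol, 9 of the 11 were found. Gains in the authors' deposited table were 38.0 points in an intron of BHMT, 30.6 points upstream of ITIH2, 30.4 points in an intron of KLHL3, 30.2 points in an intron of HDLBP and 25.7 points at a site assigned to PSMA1. In the RefSeq annotation the PSMA1 site lies in another gene, more than 5000 bp outside PSMA1. The ITIH2 site is intergenic there, beyond the 1000 bp taken as promoter, while the study places it in the promoter. Losses in the authors' deposited table were -32.4 points at HSD17B6 and -30.0 points in an intron of TTPA. SHMT1, a folate-dependent enzyme that converts serine to glycine, had a loss of -28.3 points at 60417765 and a gain of 37.2 points at 60417794, 29 bp apart on chromosome 12, in the authors' deposited table. MIPEP, a mitochondrial peptidase, had 3 intronic sites of -27.3, 26.8 and 26.4 points in the authors' deposited table. CYP3A22 and UGT1A6 carry no symbol there, but sites inside both RefSeq genes were listed. The authors' deposited table gives -30.9 points in an intron of CYP3A22 (chromosome 3, 6659974). The authors' deposited table gives 50.9 points at a site that lies within both UGT1A6 and DNAJB3 (chromosome 15, 134027868). By RefSeq the site is in a coding exon, but which of the genes has that exon was not determined. The study lists it as an intron of UGT1A6.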

Values the study reported

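The study reported 2349 CpG sites with significantly altered methylation, of which 955 (40.66%) lost and 1394 (59.34%) gained methylation. It counted 248 of them on chromosome 6, 209 on chromosome 3, 47 on chromosome 16, 45 on X and 12 on Y. It placed 1108 sites (47.17%) in introns, 808 (34.40%) between genes and 123 (5.24%) in coding parts, and related 1116 (47.51%) to genes or their regulatory sites. It named 11 genes with changes in both methylation and expression.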

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

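All alternatives here were fixed before the data were examined except the tested-site background and the 1 Mb windows, which were chosen after the result was seen. The share of gains stayed between 58.9% and 64.4% and past the threshold in all alternatives run, as did the share of neighbours with the same direction (84.7% to 93.4%). Gains were still 100% on Y, but no longer past the threshold, with at least 30 points (Fisher's exact p = 0.0889) and 35 points (p = 0.0955), where 6 sites remained. The difference in median size lost its call under the same limits (0.635 points, permutation p = 0.125, and 1.06 points, p = 0.0766), with fewer sites left. Chromosomes past the threshold numbered 9 in the main comparison, 5 at 30 points, 4 at 35 points and 5 against tested sites; against all CpGs of the genome there were 8, of which only 1, 11 and X were among the 9. Lists past the threshold in genes hit fell from 1 to 0 at 30 points, at 35 points, against all CpGs and with gene bodies only; the cause was not tested for the latter pair. The share of gains by CpG context passed the threshold with sites merged at 100 bp (range 13.3 points, permutation p = 0.0434) and 1000 bp (13.7 points, p = 0.0368), while islands of at least 500 bp gave 4.12 points (p = 0.491). At 35 points, 2 of the study's genes kept a site by symbol, against 9. No result past the threshold reversed, while shares of small lists that did not pass could change sides, as for Hippo genes with 1 vote per site (68.4% gains against 42.9%). Of those Hippo sites, 9 were gains of MARK3 within 68 bp. In 74 other alternatives of these results the value stayed on its side of the threshold or the count within 1.5 times, which does not mean that the same chromosomes passed. Another coverage minimum and leaving out animals were not run, since the table used here has neither depth nor animals. No paired analysis was possible because the values are of the whole comparison.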

Other observations

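All tests in this part were chosen after the DMS table was seen, except the planned gene list and neighbour tests they build on; the tests without the 10 genes with most DMSs, of pairs inside 1 gene and outside CpG islands had their outcome stated before it was seen, though a condition on the power of the island test was added afterwards. The Y chromosome was first taken as a pattern to weigh and was set aside for the chromosome 6 region after the results of both had been seen, so its values are given without explanation.

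Gains made up 71.9% of DMSs on chromosome 15, 68.8% on 14 and 68.4% on 12, but 40.8% on 8 and 41.4% on 18. With whole windows of 5 Mb permuted over chromosomes, since direction was shared up to 3 Mb, the chromosomes did not differ past the threshold (permutation p = 0.154). Repeats marked in the reference held 63.5% of the chromosomal DMSs and 24.7% of CpGs in fragments of 40 to 400 bp, a background that is not the set of tested sites. Islands of at least 500 bp held 17.6% of DMSs and 41.2% of those CpGs.

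DMSs far apart shared a direction, as in AGAP1 and MYT1L. With sites up to 1 kb apart merged, 70.2% of pairs 10 to 100 kb apart did so. The upper edge of the central band of permutations, as drawn in the figure of pair distances, was 57.2%. A handful of genes as the whole source is argued against, since the share was 69.1% without the 10 genes with most DMSs. Of 385 pairs 10 to 100 kb apart with no gene in common, 66.2% shared a direction (upper edge of the central band of permutations 58.2%). Those permutations moved the direction of each merged site singly, which breaks up genes with many sites. The band is thus too narrow to decide whether a change gene by gene is the whole source. Pairs inside 1 gene shared a direction 7.53 points more often than other pairs. The bootstrap interval over chromosomes ran from -4.49 to 22.9 points, so such a change stays open as a part of the source too. A dose effect over broad regions and different haplotype frequencies in the groups cannot be told apart without genotypes or values per animal. Both allow the 61.3% of pairs 0.3 to 1 Mb apart with the same direction (upper edge of the central band of permutations 54.8%).

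In the chromosome 6 region around BCAT2 and SCAF1, chance placement of large differences is argued against by 14 sites in 1 window, where 100000 permutations reached at most 8. Neighbouring clusters shared a direction in 48.5% of 33 pairs, against 54.3% expected from the share of gains. A haplotype that differs in frequency between the groups may give this, and so may separate dose effects at single sites, and these cannot be told apart without genotypes.

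Developmental transcription factor genes carried few DMSs. The fragment background is argued against as the whole cause, since with a background from the row numbers the ratio was 0.385 (random CpGs in place of the authors' sites, adjusted p = 0.0108). With sites and background both limited to sequence outside islands of at least 500 bp, 9 genes were hit against 11.3 (ratio 0.798, draws in place of the authors' sites, p = 0.586, central 95% of draws 6 to 18), which is consistent with the islands of these genes, often unmethylated, leaving little room for a 25-point difference. Beyond the islands, no biological explanation was tested for this pattern.

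On Y, which only the 4 males of each group carry, the 12 gains formed 10 clusters. Of the 12 sites, 10 had a copy of at least 95% identity outside Y, as had 172 of 200 random Y CpGs. Against the autosomal share of gains the two-sided exact binomial p was 0.00229, and the median size was 2.79 points above that of the other chromosomes (permutation test, p = 0.178).

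The share of chromosomal DMSs in coding exons was 1.15% by RefSeq gene models. That is lower than the value quoted from the study above, which rests on another annotation and includes the scaffold sites.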
